A study of Homo sapiens with 6 samples. Its data were reported in "Matrin3 regulates mitotic spindle dynamics by controlling alternative splicing of CDC14B" (2023).

How the data were processed

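Poly(A) RNA of HCT116 cells was sequenced from 3 siCTRL and 3 siMatrin3 libraries, which the labels place 72 hours between transfections and 48 hours from the last to harvest. The wording of the study's methods on the time of harvest differs from the labels, and no test here uses it. The methods also state that the cells were reseeded between the last transfection and harvest. Groups were taken from the labels. According to the methods, libraries were made with a stranded mRNA kit and read in pairs, and the authors aligned the reads with STAR and estimated gene levels with RSEM. The submitters' processing notes name STAR 2.5.1, RSEM, cutadapt and the hg19 build, and the methods give another STAR version. The authors deposited a table per library with expected counts, which are estimated counts that divide reads shared between transcripts and genes, and TPM, which the authors scaled to the same total in every library. The deposited FPKM values, which the authors scaled by transcript length and library size, were not used here. The deposited tables also hold a transcript length and an effective length per gene, averaged by the authors' RSEM over its transcripts with their estimated abundance as weights.

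Tables held 56632 genes, and 88.3% had a symbol in the name table, and those without took 0.941% of counts. Gene names, biotypes, locus spans and GC content came from GENCODE release 44, which is on GRCh38 and not the build of the tables, so no coordinates are given. Locus span and GC content were known for 95.6% of the genes tested. Same-strand exon overlap of named genes was checked in that annotation. The 6 libraries held 40808173 to 54185650 expected counts. The p-values of single genes measure the spread between the libraries of a group.

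Expected counts were rounded to whole numbers, filtered with filterByExpr, scaled by TMM and tested with edgeR 4.0.16 (quasi-likelihood, two-sided) in R 4.3.3, with no covariates. Benjamini-Hochberg adjusted p under 0.05 over 16786 genes was the threshold. The study used DESeq2 on the same kind of estimates, and DESeq2 1.42.0 was an alternative here. The 29 gene lists were fixed before the data were examined, and 20 of their genes had no match in the tables. Lists with at least 5 tested members, 28 in all, were tested against all other genes with camera in limma 3.58.1 on log2 CPM (prior count 2) with an inter-gene correlation of 0.01, adjusted over the lists. At this preset, camera's p-values rest on the spread between genes and do not measure that between libraries. None of the 10 lists past the threshold, and none of the architecture sets, passed with the correlation estimated from the residuals. The directional fry test, which asks whether a list's genes move on balance in a direction and does not compare them with other genes, called 12 lists. Weighted transcript length was tested with limma on log2 length in genes with at least 2 annotated transcripts and at least 50 expected counts in every library. Architecture sets were the top 10% of tested genes by locus span, mature transcript length or number of annotated transcripts, or the lowest 10% by GC content.

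Named genes followed a rule fixed before the data were examined: MATR3, CDC14B, CD44, SETD5, ST7, HP1BP3 and UPF1; the 10 highest and 10 lowest protein-coding genes past the threshold with groups that did not overlap and a mean of at least 5 TPM in the higher group, leaving out MATR3; up to 4 members with the smallest p of each list; and up to 5 genes each way for weighted length. Some genes that this rule names are not reported here. Other list members named (MAPRE2, SPC25, SKA2, CLDN1, SNAI2, DKK1, EPHB3 and RRM2B in the report, and AMOTL2 and F3 in the closing section) were chosen after their values were seen, to show members that went against their list or made up a small count.

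Alternatives were RLE and upper quartile scaling, no filter and a filter of 1 CPM in 3 libraries, the replicate number as a block, leaving out each library in turn, a transcript length offset, DESeq2, limma on log2(TPM + 1) and log2(TPM + 0.1), an adjusted p under 0.01, other set tests, and other count minimums for length. A further alternative without replicate 1 of both groups was chosen after seeing the data. The steps were tested on simulated data with 200 changed genes drawn from the means and dispersions of these libraries, for the comparison of 3 against 3. edgeR, over 16590 genes, recovered 86.9% of genes changed 2-fold and 51.5% of genes changed 1.3-fold with 11 calls among unchanged genes. The length test, over 11980 genes, recovered 79.5% of genes changed by 0.4 on the log2 scale with 8 calls among unchanged genes. camera called the shifted set of 30 genes and 0 unchanged sets. Means and dispersions carry no correlation between genes, so this does not show how often camera calls unchanged lists of correlated genes. Among the real lists past the threshold, the estimated correlation ran from 0.00456 for paraspeckle components to 0.655 for mitochondrial mRNAs. The study's binding data and exon counts were not used here.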

Results

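Poly(A) RNA was sequenced from HCT116 cells, an established human colorectal cancer line, after transfection with small interfering RNAs against Matrin3 (siMatrin3) or with a negative control siRNA (siCTRL). Matrin3 is a nuclear RNA-binding protein encoded by MATR3. There were 3 libraries in each of the 2 groups, and the study describes them as biological triplicates. The siCTRL libraries held 52922637, 40808173 and 48338257 expected counts, and the siMatrin3 libraries 54185650, 43119176 and 45725266. Between 14033 and 14368 genes reached 1 TPM (transcript abundance scaled to the same total in every library) in a library. The typical variation between replicates of a gene beyond counting error, edgeR's common biological coefficient of variation, was 5.98%, so small fold changes of abundant genes could be called.

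The first question was whether MATR3 itself and the genes whose splicing the study followed changed in their total mRNA. MATR3 (ENSG00000015479) fell from 181 ± 5.01 TPM in siCTRL to 106 ± 9.37 TPM in siMatrin3 (SD, n = 3 each), a log2 fold change of -0.93 (SE 0.065, edgeR adjusted p = 7.67e-05), and all 3 siMatrin3 libraries lay below all 3 siCTRL libraries. By the edgeR fold this is a fall of 47.5%, so the message was reduced and not lost. CDC14B (ENSG00000081377), which encodes a phosphatase of mitotic exit and spindle assembly, fell from 12.9 ± 0.493 to 10.1 ± 0.245 TPM (SD, n = 3 each), a log2 fold change of -0.38 (SE 0.046, edgeR adjusted p = 0.0012). Total CD44, SETD5, ST7 and HP1BP3 mRNA and that of the decay factor UPF1 did not pass the test, with log2 fold changes of -0.02, -0.07, 0.10, 0.00 and 0.06. A gene total sums all transcripts of a gene and does not measure the inclusion of an exon. Of the 7 genes in this group, 2 were called lower and none higher, also when adjusted over the list alone, and since the study chose most of them on these samples their count is not independent evidence (camera adjusted p = 0.284).

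**Figure D1:**
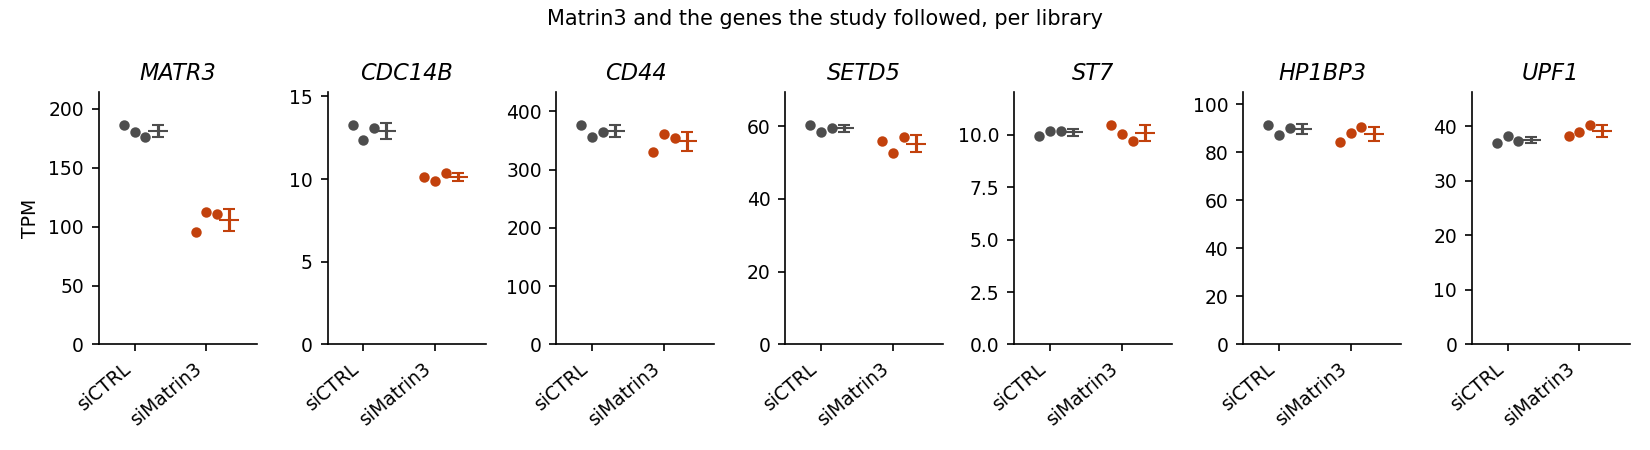
TPM of MATR3 and 6 genes the study followed, where each point is a library, and the line and bar beside the points are the mean and SD of the 3 libraries of siCTRL (grey) or siMatrin3 (orange). MATR3 and CDC14B are lower in all 3 siMatrin3 libraries, and the other 5 genes did not pass the test.

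The next question was which other genes changed with the knockdown. According to the methods, a pool of siRNAs targeted Matrin3 and the control was an unrelated siRNA. Effects of these reagents apart from the loss of Matrin3 were not tested, for the genes below or for the lists. Among protein-coding genes other than MATR3 past the threshold with at least 5 TPM in the higher group and no overlap between the libraries of the groups, those with the largest falls included EXOC2, a subunit of the exocyst complex that tethers secretory vesicles, MAP2, a microtubule-associated protein best known from neurons, CALB2, the calcium-binding protein calretinin, and NT5E, the surface enzyme CD73 that makes adenosine. EXOC2 went from 14.1 ± 1.38 to 4.85 ± 0.407 TPM (SD, n = 3 each, log2 fold change -1.51, SE 0.071, edgeR adjusted p = 5.21e-06), and NT5E from 44.6 ± 4.63 to 22.2 ± 2.27 TPM (log2 fold change -0.98, SE 0.088, edgeR adjusted p = 0.000244). CALB2 and MAP2 had log2 fold changes of -1.27 and -1.18. Within the same limits, the largest rises included CA9, a carbonic anhydrase induced by hypoxia, the secretory granule protein SCG2, NRP1, a co-receptor for semaphorins and VEGF, and IBTK, an inhibitor of Bruton's tyrosine kinase. SCG2 went from 4.31 ± 0.221 to 7.52 ± 0.78 TPM (log2 fold change 0.82, SE 0.086, edgeR adjusted p = 0.000556), and IBTK from 16.7 ± 0.454 to 24.8 ± 1.31 TPM (log2 fold change 0.58, SE 0.05, edgeR adjusted p = 0.000196).

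The remaining genes among the 10 lowest were HBE1 at -1.62, FAAH2 at -1.31, PPP1R32 at -0.98, TSPAN7 at -0.95, LMO7 at -0.85 and BPNT2 at -0.83 on the log2 scale. HBE1, embryonic globin, shares exons on the same strand with HBG2 and OR51B5 in the annotation used for names, so its fall is uncertain as to the gene the reads came from, and PPP1R32, TSPAN7 and LMO7 each overlap another annotated gene. The remaining genes among the 10 highest were LY6D at 0.82, FSD1 at 0.76, OR51B4 at 0.72, TMEM35B at 0.68, CPA4 at 0.68 and DDN at 0.67, and CA9 and NRP1 stood at 1.08 and 0.73. TMEM35B also shares exons with other annotated genes. Among other genes reported here as changed, BUB1B (with PAK6), SATB1 (with TBC1D5), WEE1, IRF9, RNF43, NUPR1, BBC3, ACTA2 and SNHG12 share exons on the same strand with another annotated gene. So does MATR3, with a second gene of its name that is absent from the deposited tables. Of these 20 genes, 17 kept their call and direction in every alternative tried, and CA9, LY6D and NRP1 did not: all 3 lost the call with limma on TPM, LY6D and NRP1 also with a transcript length offset, CA9 without siMatrin3 replicate 3, and LY6D without siMatrin3 replicate 2 or 3.

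**Figure D2:**
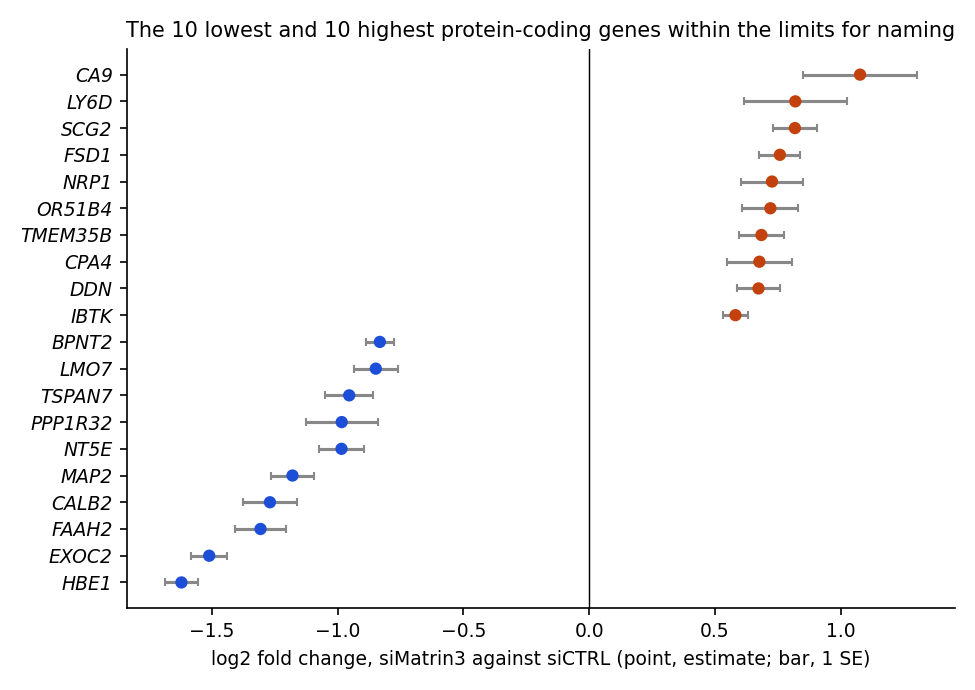
Log2 fold changes of the 10 lowest (blue) and 10 highest (orange) protein-coding genes among those past the threshold with at least 5 TPM in the higher group and no overlap between the libraries of the groups, leaving out MATR3, siMatrin3 against siCTRL, with 1 SE from edgeR. Within these limits the lowest is HBE1 at -1.62 and the highest CA9 at 1.08, and some genes outside them changed more.

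In all, 1849 of 16786 genes tested changed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 847 of them higher and 1002 lower in siMatrin3. Most changes were small: the median absolute log2 fold change of the called genes was 0.29, and 150 were at least 2-fold, 34 higher and 116 lower. Among called genes, 1721 were protein-coding, 804 higher and 917 lower. In 1845 of the called genes the 2 groups did not overlap, and over all genes tested this held for 31%, where chance gives 10%. The count depended on the processing and on single libraries: it was 2595 with no filter on low counts, 706 with a transcript length offset, 437 with limma on log2(TPM + 1), 770 without siCTRL replicate 3, 1014 without siMatrin3 replicate 2, 759 without siMatrin3 replicate 3 and, in an alternative chosen after seeing the data, 1216 without replicate 1 of both groups. The count at 2-fold also moved: it was 283 with no filter and 64 with a filter of 1 CPM in 3 libraries. It was 92 with DESeq2 and 8 with limma on log2(TPM + 1). No gene called in both had the opposite sign in the edgeR and DESeq2 alternatives.

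The study linked Matrin3 to the mitotic spindle, so genes of the cell cycle were examined as lists. Genes of DNA replication and S phase were higher: of 39 tested, 16 rose and 0 fell, and 29 rose adjusted over the list alone (median log2 fold change 0.17, camera adjusted p = 2.56e-11, adjusted p = 0.438 with an estimated correlation). For this list siCTRL replicate 1 stood apart. Minus the siCTRL mean, the mean log2 CPM of the members was -0.0914 there, and 0.0439 and 0.0476 in siCTRL replicates 2 and 3. It was 0.136, 0.221 and 0.185 in siMatrin3 replicates 1, 2 and 3. Without siCTRL replicate 1 the median log2 fold change was 0.131. CCNE1, the cyclin that drives entry into S phase, rose from 23.97 ± 0.369 to 30.7 ± 1.04 TPM (SD, n = 3 each, log2 fold change 0.34, edgeR adjusted p = 0.00219), and MCM5, MCM6 and MCM2, subunits of the replicative helicase, rose by 0.30, 0.26 and 0.24 on the log2 scale. Of 29 MYC and ribosome biogenesis genes tested, 15 rose and 0 fell, and 22 rose adjusted over the list alone (median 0.15, camera adjusted p = 1.78e-10, adjusted p = 0.125 with an estimated correlation). MYC itself rose from 335 ± 10.1 to 399.7 ± 12.4 TPM (log2 fold change 0.27, edgeR adjusted p = 0.00271), and UTP20, a factor of ribosomal RNA processing, had a log2 fold change of 0.30.

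Genes of mitosis were examined in 3 lists. Of 30 G2/M genes tested, 8 rose and 0 fell, and 19 rose adjusted over the list alone (median 0.15, camera adjusted p = 2.11e-06, adjusted p = 0.438 with an estimated correlation), among them WEE1, the kinase that restrains CDK1, at 0.41. siMatrin3 replicate 1 stood apart for this list: minus the siCTRL mean, the mean log2 CPM of its members was 0.0641 there and 0.177 in each of the other siMatrin3 libraries, against 0.0218 in siCTRL replicate 2, the highest of its group. Of 58 spindle and microtubule regulators, 10 rose and 2 fell, with 18 and 2 adjusted over the list alone (median 0.09, camera adjusted p = 5.08e-05, adjusted p = 0.409 with an estimated correlation). The kinesin KIF11 rose by 0.24, and CDC14B and MAPRE2, a protein of microtubule ends, fell, by 0.38 and 0.22. Of 38 kinetochore and checkpoint genes, 7 rose and 2 fell, with 13 and 2 adjusted over the list alone (median 0.09, camera adjusted p = 0.004, adjusted p = 0.633 with an estimated correlation). The checkpoint kinases BUB1B and TTK rose by 0.24 and 0.25, while SPC25 and SKA2, structural parts of the kinetochore, fell by 0.35 and 0.15. The kinetochore list lost its camera call without siCTRL replicate 1 (adjusted p = 0.0926) or siMatrin3 replicate 2 (adjusted p = 0.102).

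Interferon response genes were lower. Of 32 tested, 9 fell and 0 rose, and 16 fell adjusted over the list alone (median -0.16, camera adjusted p = 5.08e-05, adjusted p = 0.125 with an estimated correlation). IFIH1, the cytosolic RNA sensor MDA5, fell from 4.32 ± 0.271 to 2.86 ± 0.147 TPM (SD, n = 3 each, log2 fold change -0.54, edgeR adjusted p = 0.00293), and PARP9 fell by 0.42. The transcription factors IRF7 and IRF9 had log2 fold changes of -0.70 and -0.41, and both lost the call with a transcript length offset or limma on TPM, IRF9 also without replicate 1 of both groups. NF-kB and inflammatory genes had 1 of 14 higher and 1 lower, with 2 higher and 1 lower adjusted over the list alone (camera adjusted p = 0.395).

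Of 27 epithelial-mesenchymal genes, 8 fell and 2 rose, with 11 and 2 adjusted over the list alone (median -0.14, camera adjusted p = 0.00225, adjusted p = 0.409 with an estimated correlation). The list holds genes of both states, and the members that fell included the matrix proteins THBS1 and FN1 at -0.88 and -0.51 and, below 1 TPM in both groups, the tight junction protein CLDN1 at -1.66 and the repressor SNAI2 at -1.36. FN1 lost its call with a transcript length offset and with limma on TPM at either pseudocount, where its log2 fold change was as small as -0.22. Of the replication-dependent histone genes, whose mRNAs lack a poly(A) tail and are poorly captured here, 10 in the list had no match in the tables, all of them listed under older symbols, and 7 of the 15 matched were tested. Of these 7, 1 fell and 0 rose, with 3 and 0 adjusted over the list alone (median -0.38, camera adjusted p = 0.00752, adjusted p = 0.361 with an estimated correlation). The 13 mitochondrially encoded mRNAs all had positive fold changes, and MT-CYB, MT-CO1 and MT-ND1 had log2 fold changes of 0.17, 0.17 and 0.16. These calls were not stable: MT-CYB lost its call in 8 of 16 alternatives and MT-CO1 and MT-ND1 in 11 each. In that list 5 rose adjusted over the list alone (camera adjusted p = 0.00799, adjusted p = 0.567 with an estimated correlation). That list lost its camera call without siCTRL replicate 1 (adjusted p = 0.0926) or siMatrin3 replicate 1 (adjusted p = 0.0512), and without replicate 1 of both groups (adjusted p = 0.232). Mitochondrial transcripts took 13.5%, 14.9% and 13.7% of counts in siCTRL and 15.2%, 14.5% and 14.8% in siMatrin3. Of 19 paraspeckle components, 1 rose, FAM98A at 0.14, a call lost in 12 of 16 alternatives, DESeq2 among them, and 0 fell, with 0 adjusted over the list alone (camera adjusted p = 0.0363, adjusted p = 0.409 with an estimated correlation), and NEAT1, the RNA scaffold of paraspeckles, had a log2 fold change of 0.36 that did not pass (edgeR adjusted p = 0.0645). The paraspeckle call was lost with upper quartile scaling, a stricter filter, a transcript length offset and without any of siCTRL replicates 1 and 3 and siMatrin3 replicates 2 and 3, where its adjusted p reached 0.109.

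**Figure D3:**
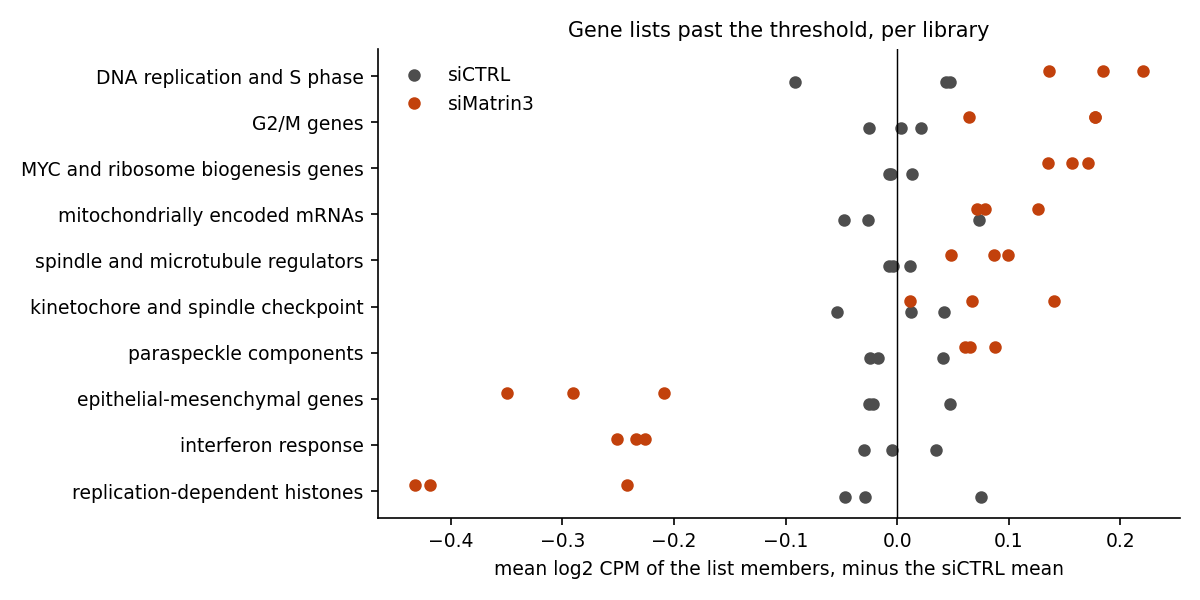
Mean log2 CPM (counts scaled by library size) of the tested members of the 10 gene lists past the camera threshold, minus the mean of the 3 siCTRL libraries, where each point is a library of siCTRL (grey) or siMatrin3 (orange). DNA replication, G2/M and MYC lists lie higher in siMatrin3, interferon, epithelial-mesenchymal and histone lists lie lower, and the 2 groups overlap for the kinetochore and mitochondrial lists.

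The other lists did not pass the camera threshold, although single members changed. WNT targets were split: DKK1, SOX4 and MYC rose, at 0.47, 0.30 and 0.27, and SOX9, RNF43 and EPHB3 fell, at -0.52, -0.47 and -0.37, of 19 tested (camera adjusted p = 0.747). Among 25 apoptosis regulators 5 fell and 1 rose (camera adjusted p = 0.225), with BCL2L1, the survival protein BCL-XL, going from 153 ± 3.61 to 123 ± 0.825 TPM (log2 fold change -0.29, edgeR adjusted p = 0.00151). Among 29 p53 targets 3 rose, AEN, SERTAD1 and RRM2B, and 2 fell, PLK2 and BBC3 (camera adjusted p = 0.306). Among 16 decay factors DHX34 and UPF2 rose, at 0.34 and 0.18, and 0 fell (camera adjusted p = 0.162), and among 29 transcripts held down by nonsense-mediated decay 3 rose and 1 fell (camera adjusted p = 0.167). Of 54 hnRNP and related splicing regulators 1 rose, MBNL2 at 0.17 (camera adjusted p = 0.0914). Of 20 nuclear matrix and lamina genes SATB1 and SYNE2 fell, at -0.64 and -0.36 (camera adjusted p = 0.595). The integrated stress response list had NUPR1 higher and PHGDH lower of 27 tested (camera adjusted p = 0.267), the unfolded protein response list SEL1L and HERPUD1 lower of 20 (camera adjusted p = 0.267), the hypoxia list CA9 higher of 26 (camera adjusted p = 0.284), and the intestinal list CA2 and KRT18 lower of 8 (camera adjusted p = 0.739). Cholesterol synthesis genes and cytosolic ribosomal proteins had 0 members called of 24 and 55 by edgeR (camera adjusted p = 0.637 and 0.739). Several of these calls were not stable: of 16 alternatives MBNL2, the only call of its list, and UPF2 lost theirs in 9 each, KRT18 in 8 and NUPR1 in 7. The 3 transcripts held down by decay that rose were RASSF1, UPF2 and SNHG12, and SNHG12 lost its call in 11 of 16.

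The rule named 61 called list members beyond the study genes and the 20 highest and lowest, and not all of them are reported here. Of the 61, 15 kept call and direction in every alternative, among them CCNE1, MCM5, MYC, BUB1B, IFIH1, PARP9, THBS1, SOX9, RNF43, SOX4, CA2 and BCL2L1. Of the others, 41 lost the call with limma on TPM, and MAPRE2, SPC25, SKA2, CLDN1, SNAI2, DKK1, EPHB3 and RRM2B, named after their values were seen, each lost it without at least 3 of the single libraries.

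Markers of other cell types were included as a check on the culture. Of 7 fibroblast markers tested 3 fell and 1 rose (camera adjusted p = 0.595), of 5 endothelial markers 1 fell, ESAM, a call lost in 11 of 16 alternatives (camera adjusted p = 0.173), of 5 neuronal markers MAP2 and SYT1 fell (camera adjusted p = 0.103), and of 4 blood and immune markers 0 changed. Of the markers called, FBN1, SPARC and COL5A1 were below 1 TPM in both groups, and SPARC and COL5A1 each lost the call in 8 of 14 alternatives. The others were not near the floor, with siCTRL means of 25.8 TPM for SYT1, 6.51 for ACTA2, 5.44 for MAP2 and 3.76 for ESAM.

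A further question was whether the mix of transcripts of a gene changed, which the tables show only through the abundance-weighted mean transcript length. AK4, a mitochondrial adenylate kinase, was the gene called: its weighted length went from 4157 ± 42.8 to 3076 ± 46.6 nt (SD, n = 3 each, log2 ratio -0.43, SE 0.015, limma adjusted p = 0.00776). Its counts, which depend on that length, had a log2 fold change of 0.09 that did not pass (edgeR adjusted p = 0.394), but AK4 went from 20.6 ± 1.79 to 29.8 ± 0.945 TPM and rose past the threshold with a transcript length offset (edgeR log2 fold change 0.55) and with limma on TPM at either pseudocount. The weighted length of CDC14B was 4746 ± 94.3 nt in siCTRL and 4601 ± 221 nt in siMatrin3 (log2 ratio -0.046, SE 0.038, limma adjusted p = 0.968). Inclusion of an exon can leave a mean length nearly unchanged. The value for CDC14B therefore does not test the exon inclusion that the study reported for this gene. Of 11984 genes tested 1 was shorter and 0 longer by limma, and 755 had an unadjusted p under 0.05, 384 longer and 371 shorter, where chance gives 599. Recovery was simulated only for changes of 0.4 on the log2 scale, so smaller changes in the mix of transcripts stay open. The call of AK4 was lost without any of the siCTRL replicates or siMatrin3 replicates 1 and 2, which left 0 genes.

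The study reported that RNAs bound by Matrin3 come from long loci, so fold changes were compared by gene architecture. Genes of the longest loci were lower: among the 1604 genes of the top 10% by locus span, 287 fell and 44 rose, and their median log2 fold change was -0.08 against 0.01 for the others (camera adjusted p = 1.04e-07, adjusted p = 0.505 with an estimated correlation). Genes of the lowest GC content had 184 lower and 64 higher, and genes of the longest mature transcripts 213 lower and 75 higher, with a median of -0.03 each (camera adjusted p = 0.0236 for both, adjusted p = 0.548 with an estimated correlation for both). Genes with the most annotated transcripts had 118 higher and 124 lower (camera adjusted p = 0.541). The calls for GC content and mature length were lost without siCTRL replicate 1 (adjusted p = 0.434 for both), siMatrin3 replicate 2 (adjusted p = 0.0573 and 0.205) or siMatrin3 replicate 3 (adjusted p = 0.0659 for both).

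**Figure D4:**
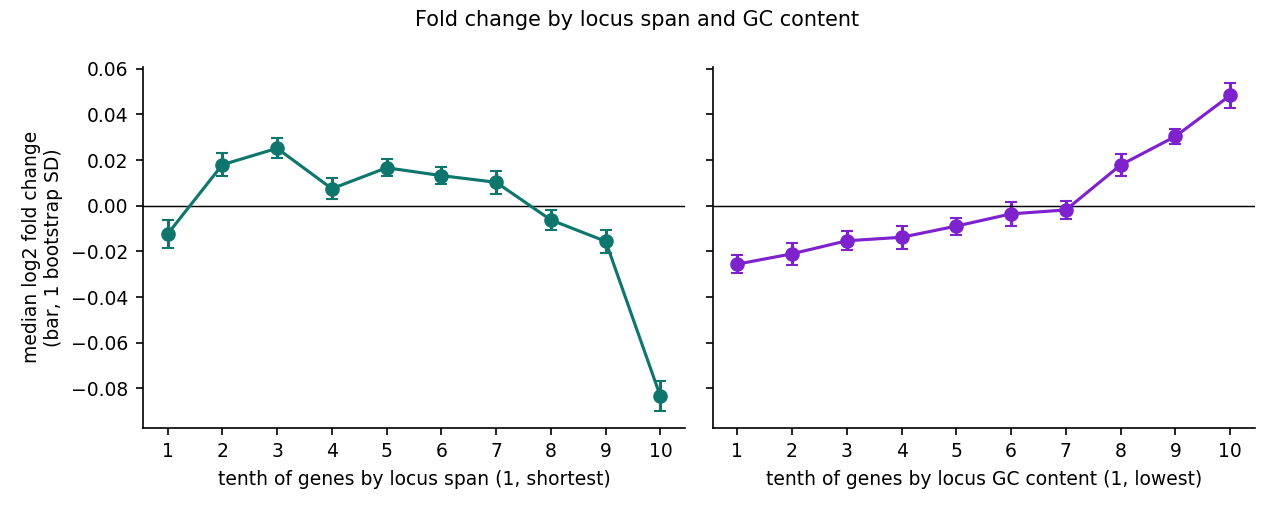
Median log2 fold change of the genes tested, siMatrin3 against siCTRL, in 10 equal bins by locus span (left) and by GC content of the locus (right), with 1 bootstrap SD over genes. The median is lowest, at -0.08, in the bin with the longest loci, and goes from -0.03 in the bin of lowest GC content to 0.05 in the highest.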

Values the study reported

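The study reported that knockdown of Matrin3 lowered the main CDC14B transcript variant of HCT116 cells by about 60%, measured by qRT-PCR. Among the skipped-exon events in Matrin3 targets, about 66% were reported as inclusion of the exon after knockdown, and more than 70% of events lay in RNAs that Matrin3 bound. Its binding maps held between 99,087 and 168,992 sites per replicate.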

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

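Of the alternatives below, those without replicate 1 of both groups were chosen after seeing the data. MATR3 and CDC14B kept their call and direction in all 16 alternatives, with log2 fold changes from -0.98 to -0.76 and from -0.42 to -0.32. The DNA replication list had medians of 0.17, 0.17 and 0.15 under TMM, RLE and upper quartile scaling. At 40808173 to 54185650 counts per library, depth was not varied, so what it limits was not measured. Genes of low counts make up many of the calls at 2-fold: 283 with no filter on low counts and 64 with the stricter filter, against 150. The causes of the changes below were not tested, except that leaving out libraries leaves fewer samples and a stricter threshold calls fewer genes.

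Counts of changed genes were 706 in all, 290 higher, 416 lower and 80 at 2-fold with a transcript length offset, with 671 shared. They were 437, 151, 286 and 8 with limma on log2(TPM + 1), 429, 155, 274 and 51 on log2(TPM + 0.1), and 561, 207 and 354 (all, higher, lower) at an adjusted p under 0.01. DESeq2 called 1780, 1522 of them shared, with 92 at 2-fold. Without replicate 1 of both groups the counts were 1216 in all, 542 higher and 95 at 2-fold. Leaving out each library in turn gave 759 to 1599 genes, 292 to 687 higher, 467 to 912 lower and 87 to 130 at 2-fold. It was 770 without siCTRL replicate 3, 1014 without siMatrin3 replicate 2 and 759 without siMatrin3 replicate 3. For weighted length it gave 0 to 1 genes, and 0 to 1 shorter.

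The replicate numbers are not known to pair the libraries: deviations from the group mean correlated at 0.177, 0.0896 and 7.2e-05 for numbers 1, 2 and 3. With the replicate number as a block 2716 genes were called, 1338 of them higher, 1837 shared, and 0 genes for weighted length, 0 of them shorter. siCTRL replicates 1 and 2 correlated best with their own number and replicate 3 did not.

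With an estimated correlation the adjusted p was 0.438 for the DNA replication and G2/M lists, 0.125 for MYC and interferon genes, 0.409 for spindle, paraspeckle and epithelial-mesenchymal genes, 0.633 for kinetochore genes, 0.361 for histones, 0.567 for mitochondrial mRNAs, 0.505 for the longest loci and 0.548 for lowest GC content and longest mature transcripts. With fry it was 0.204 for kinetochore genes and 0.146 for mitochondrial mRNAs, and lists not called by camera passed: study genes (0.0451), apoptosis regulators (0.00579), decay factors (0.0347) and neuronal markers (0.0155). Fibroblast markers turned (0.638). Neuronal markers also passed with no filter (0.0388). The paraspeckle list had 0.0754 with upper quartile scaling, 0.0695 with the stricter filter and 0.119 with the length offset. Without replicate 1 of both groups it had 0.0961, mitochondrial mRNAs 0.232 and lowest GC content 0.164, the integrated stress response passed (0.044), and intestinal markers (0.695) and ribosomal proteins (0.562) turned.

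Leaving out each library in turn gave adjusted p from 0.00013 to 0.102 for kinetochore genes, 0.00032 to 0.0926 for mitochondrial mRNAs, 0.00969 to 0.109 for paraspeckle components, 0.000506 to 0.434 for longest mature transcripts and 0.00454 to 0.434 for lowest GC content. Lists not called ranged from 0.0411 to 0.196 (splicing regulators), 0.0149 to 0.549 (hypoxia), 0.00203 to 0.942 (integrated stress response), 0.0496 to 0.713 (unfolded protein response), 0.55 to 0.919 (WNT targets), 0.112 to 0.775 (cholesterol synthesis), 0.121 to 0.874 (ribosomal proteins) and 0.481 to 0.964 (intestinal markers), some with a turn of direction.

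The genes that changed direction had not passed the threshold. HP1BP3 had -0.016 with upper quartile scaling, -0.0057 with the stricter filter, -0.015 with the length offset, -0.032 and -0.033 with limma at the larger and smaller pseudocount, and -0.014 to 0.021 without each library, and its weighted length ratio ranged from -0.0071 to 0.024. ST7 had -0.0048 and -0.0053 with limma. CD44 had 0.024 without replicate 1 of both groups and -0.055 to 0.011 without each library. CD14 had 0.22 with the length offset, 0.033 and 0.14 with limma and -0.37 to 0.32 without each library, VWF -0.049, -0.0085, -0.042 and -0.058 to 0.11, SYP 0.098 without replicate 1 of both groups and -0.37 to 0.015, and ENG -0.10 to 0.022.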

Other observations

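Among long noncoding RNAs, which the report does not describe as a class, 66 of 1561 tested changed, 20 higher and 46 lower in siMatrin3. Those named here were chosen after their values were seen. PVT1, the neighbour of MYC, rose from 61.6 ± 3.67 to 74.1 ± 1.79 TPM (SD, n = 3 each, log2 fold change 0.27, edgeR adjusted p = 0.00487), and shares exons on the same strand with 5 annotated genes, 2 of them in the deposited tables. LINC00511 fell from 18.2 ± 1.06 to 13.5 ± 0.624 TPM (log2 fold change -0.40, edgeR adjusted p = 0.00529), and CD27-AS1 fell from 9.85 ± 0.81 to 6.56 ± 0.0625 TPM (log2 fold change -0.57, edgeR adjusted p = 0.011), a call lost without siCTRL replicate 3. PRRT3-AS1 rose from 2.34 ± 0.0721 to 6.08 ± 0.66 TPM (log2 fold change 1.40, edgeR adjusted p = 0.0012). In the beta-globin region HBE1 was lower and OR51B4 higher, at -1.62 and 0.72.

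CDC14B as a gene total fell by 23.02%. That is lower than the fall quoted from the study above, which was measured for a single transcript variant by another method.

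Some tests below were chosen only after the result was seen: those of scaling, of GC content and of NF-kB genes, and the list medians per split. The list of YAP and TAZ targets was also written after the data were examined. Each bootstrap SD below comes from resampling genes, so it does not measure the spread between libraries. The 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05. For changed genes 1 of the 10 splits, the real one, gave as many, with 1849 against 14 at most in the others. For gene lists 4 of the 10 splits gave as many, with 10 in the real split and 12 at most in the others, and the 3 mixed splits that gave as many, with 10, 11 and 12, all place siMatrin3 replicate 1 with a pair of siCTRL libraries. For weighted length 1 of the 10 gave as many, with 1 gene against 0, and for architecture sets 3 of the 10, with 3 against 3. Each of the other splits keeps part of the knockdown contrast, since it sets 2 siCTRL libraries and 1 siMatrin3 library against the reverse, so calls in them are not free of the knockdown. Signed towards siMatrin3, the real medians, those that the contrast left in a mixed split would give, and the largest in size among the mixed splits were -0.136, -0.0452 and -0.130 for epithelial-mesenchymal genes, 0.0887, 0.0296 and 0.0836 for kinetochore genes, 0.148, 0.0493 and 0.120 for G2/M genes and 0.0993, 0.0331 and 0.0946 for mitochondrial mRNAs. For these 4 lists a mixed grouping thus came near the knockdown. The same values were 0.147, 0.0491 and 0.0664 for MYC genes, 0.0933, 0.0311 and 0.0569 for spindle genes, 0.062, 0.0207 and 0.0358 for paraspeckle components and -0.381, -0.127 and -0.182 for histones.

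DNA replication genes were higher in siMatrin3, with a median of 0.17, and the largest median among the other splits was 0.12, with 0 members called, where the contrast left in them would give 0.0572. A smooth trend with the GC content of the locus is argued against as the whole cause by a median of 0.167 after its removal (bootstrap SD 0.0104). GC content of the mature transcript, which is what was sequenced, was not tested and stays open. Against 1 library out of place as the whole cause stands a median of at least 0.131 without each library in turn. The test of scaling decides nothing: a factor for each library moves the list and all genes together, so the distance between their medians, at least 0.173 under each of TMM, RLE and upper quartile scaling, could not have changed. A lower cell density in the knockdown cultures stays open, since YAP and TAZ targets, which respond to density, had a median of -0.0024 (bootstrap SD 0.0505) over members that went both ways, CCN2 and AMOTL2, which shares exons with the pseudogene RPL39P5, lower and F3 higher. That value meets the bound set beforehand against a lower density, a median at or below 0 with more members lower than higher, but by less than its spread, and the spread was made a condition after the value was seen. An effect of the loss of Matrin3 stays open too and was not tested apart from these. In the study, flow cytometry showed an unaltered cell cycle after the knockdown. The study also reported lower proliferation and clonogenicity of HCT116 cells after it. Its methods state that the cells for this RNA were reseeded between the last transfection and harvest, and give no density. These reports do not decide the question of density.

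Genes of the longest loci were lower in siMatrin3, by -0.0905 against the others, and the other split nearest to this had -0.0786, where the contrast left in it would give -0.0302. A smooth trend with the GC content of the locus is argued against as the whole cause by a difference of -0.0725 after its removal (bootstrap SD 0.00667). GC content of the mature transcript, which is what was sequenced, was not tested and stays open. Loss of long transcripts in library preparation is argued against as the whole cause by a difference of -0.109 among genes with a short mature transcript (bootstrap SD 0.0174). The spread of that value between libraries was not measured. For all genes of the longest loci the difference ran from -0.0786 to 0.0091 over the mixed splits, wider than these SDs. Since another grouping of the libraries came close, a structure of the libraries apart from the knockdown stays open. An effect of the loss of Matrin3 on long genes stays open too and was not tested apart from it. The study reported that mRNAs bound by Matrin3 fell modestly after knockdown, and more so with stronger binding. It also reported lower GC content in its top targets, so removing a GC trend could remove part of such an effect. Bound and unbound genes were not compared here.

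Interferon genes were lower in siMatrin3, with a median of -0.16, and the largest median in size among the other splits, signed towards siMatrin3, was -0.111, where the contrast left in them would give -0.0538. After the GC trend was removed the median was -0.145 with a bootstrap SD of 0.101, too wide to decide. A different innate response to the control and Matrin3 siRNAs cannot be told apart from an effect of Matrin3, since each group received its own reagent, and NF-kB genes, which RNA sensors also raise, had a median of -0.0457 that did not pass (camera adjusted p = 0.395).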
